# The pennycress (*Thlaspi arvense* L.) nectary: structural and transcriptomic characterization

**DOI:** 10.1186/s12870-017-1146-8

**Published:** 2017-11-14

**Authors:** Jason B. Thomas, Marshall E. Hampton, Kevin M. Dorn, M. David Marks, Clay J. Carter

**Keywords:** Pennycress, Nectar, Nectaries, Nectary, *Thlaspi arvense*, Brassicaceae

## Abstract

**Background:**

Pennycress [*Thlaspi arvense* L (Brassicaceae)] is being domesticated as a renewable biodiesel feedstock that also provides crucial ecosystems services, including as a nutritional resource for pollinators. However, its flowers produce significantly less nectar than other crop relatives in the Brassicaceae. This study was undertaken to understand the basic biology of the pennycress nectary as an initial step toward the possibility of enhancing nectar output from its flowers.

**Results:**

Pennycress flowers contain four equivalent nectaries located extrastaminally at the base of the insertion sites of short and long stamens. Like other Brassicaceae, the nectaries have open stomates on their surface, which likely serve as the sites of nectar secretion. The nectaries produce four distinct nectar droplets that accumulate in concave structures at the base of each of the four petals. To understand the molecular biology of the pennycress nectary, RNA was isolated from ‘immature’ (pre-secretory) and ‘mature’ (secretory) nectaries and subjected to RNA-seq. Approximately 184 M paired-end reads (368 M total reads) were de novo assembled into a total of 16,074 independent contigs, which mapped to 12,335 unique genes in the pennycress genome. Nearly 3700 genes were found to be differentially expressed between immature and mature nectaries and subjected to gene ontology and metabolic pathway analyses. Lastly, in silico analyses identified 158 pennycress orthologs to Arabidopsis genes with known enriched expression in nectaries. These nectary-enriched expression patterns were verified for select pennycress loci by semi-quantitative RT-PCR.

**Conclusions:**

Pennycress nectaries are unique relative to those of other agriculturally important Brassicaceae, as they contain four equivalent nectaries that present their nectar in specialized cup-shaped structures at the base of the petals. In spite of these morphological differences, the genes underlying the regulation and production of nectar appear to be largely conserved between pennycress and *Arabidopsis thaliana*. These results provide a starting point for using forward and reverse genetics approaches to enhance nectar synthesis and secretion in pennycress.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-017-1146-8) contains supplementary material, which is available to authorized users.

## Background

With the concurrent growth in world population [1] and decline in biodiversity [2], efficient use of our land and energy resources is crucial. To partially address this issue, pennycress (*Thlaspi arvense*) is being developed as a renewable biodiesel feedstock that also provides vital ecosystems services [3]. Pennycress seeds have high oil content (20–36%, wt/wt), making it competitive with other oilseed crops, such as soybean and canola [3]. The oil from pennycress seeds can be processed to power diesel engines as well as commercial airplanes and jets [4].

Since pennycress is a winter annual with a short life cycle, it can be intercropped within corn and soybean rotations, adding biodiversity to our agroecosystems and utilizing the 16 million hectares of soil that normally lie fallow in the fall, winter, and spring in the Upper Midwest [3]. Thus, pennycress is a highly marketable ‘cash’ cover crop that can increase farmers’ profits while suppressing weeds [5], preventing nutrient leaching [6], and protecting the soil from erosion [7]. Farmers have generally been resistant to growing cover crops, citing limited profitability, weed problems from escaped progeny, and high management requirements [7]; however, current pennycress breeding programs are addressing these issues. Therefore, pennycress is projected to have widespread implementation on farms throughout the Upper Midwest because of its marketable uses and ecosystem services, as well as its cold hardiness relative to other existing cover crops, including canola and camelina.

Pennycress may provide yet another major ecosystem service by offering essential nutritional resources to pollinators in the form of nectar and pollen during a critical time of the year, early spring. The health of pollinator populations is crucial to food production because nearly 75% of global crop species depend on some level of animal-mediated pollination [8]. In 2010 pollination services were estimated to be worth $29 billion in the United States alone [9]. The importance of pollinators in food security has recently received attention from the White House, which noted pennycress as a potentially valuable pollinator resource that needs additional research [10].

Insects are readily attracted to pennycress flowers, even though they produce relatively low levels of nectar when compared to the closely related canola (*Brassica napus*) and camelina (*Camelina sativa*) [11]. It is unclear why pennycress attracts many diverse pollinators yet offers little nectar, but it is possible that the insects are instead feeding on its pollen. One interesting finding was that honey bees were a significant minority of visitors to pennycress flowers [11], possibly due to pennycress having relatively small flowers with low levels of nectar production. For example, pennycress flowers are approximately one-third the size of those from camelina, and produce roughly one-eighth of the total nectar sugar [11]. These results suggest that there may be opportunities to enhance pennycress floral traits in order to benefit honey bees and other pollinators. The identification and development of pennycress cultivars with increased nectar, pollen, and larger floral displays may benefit both wild pollinator and domesticated honey bee populations, which are in decline, while at the same time increasing crop yields [12]. In particular, extra nutritional resources would be highly valuable for honey bees in the early spring months, which is a critical time of the year for both managed hives and wild bees [13, 14].

The nectary is the gland responsible for producing the complex mixture of compounds found in nectars. Members of the Brassicaceae typically contain four nectaries per flower [15, 16]. In Arabidopsis and canola, two lateral nectaries secrete >99% of the total nectar while the two smaller median nectaries are much less productive [15, 16]. More vascular tissues subtend the lateral than median nectaries, which may be partially responsible for the disparate nectar secretion between these two organs (A.R. Davis in [17]).

We previously identified a large number of genes expressed in the nectaries of *Arabidopsis thaliana* and *Brassica rapa*, two species related to pennycress, via transcriptional profiling [18, 19]. Subsequent work demonstrated mechanistic roles for 19 of these genes in nectary function [20]. In particular, a pathway for the synthesis and secretion of nectar sugars in the Brassicaceae was discovered (described in detail in *Results* and *Discussion*) [21, 22].

Given the rapid development of pennycress as a cover and cash crop, and its likely widespread implementation on millions of acres in the upper Midwest, the study described in this manuscript was undertaken to understand the basic biology of the pennycress nectary as an initial step toward the possibility of enhancing nectar output from its flowers.

## Results

### Nectary structure and nectar presentation

Pennycress flowers develop four equivalent nectaries, which are located extrastaminally at the base of the insertion sites in between short and long stamens (Fig. 1). Each nectary is located apically to a petal attachment site and produces a nectar droplet cradled by a cup-shaped structure at the petal base (Fig. 1a, b). Lastly, nectary ultrastructure was analyzed by starch staining and confocal microscopy. These analyses demonstrated that the nectary surface contains stomates (nectarostomata) that accumulate starch in actively secreting nectaries (Fig. 1d), and that these stomates appear to be open (Fig. 1e). The occluded material in the stomas shown in Fig. 1e is most likely cross-linked nectar solutes, although nectary stomatal occlusion has been previously reported [23].

**Fig. 1:**
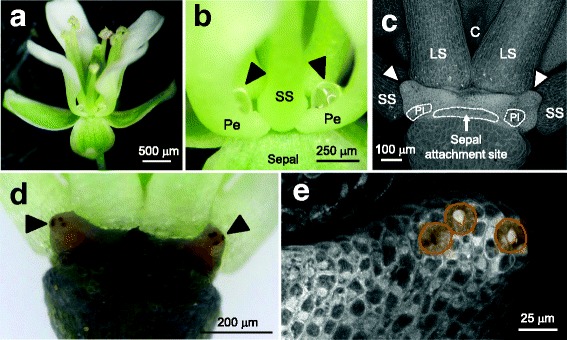
Pennycress nectary structure and nectar presentation. **a** Whole pennycress flower. **b** Two nectar droplets (arrowheads) cradled by petals on either side of a short stamen (SS); Pe = petal. **c** Two pennycress nectaries located at the base of long stamens, arrowheads point to tips of nectaries. LS = long stamen, C = carpel, PI = petal insertion site (outlined with dashed line). This image was created via confocal microscopy and a z-stack compilation of 12 images. **d** Nectaries (arrowheads) from a Stage 15 flower stained with iodine/potassium iodide. The darkly-staining punctate structures are stomates, which are the sites of nectar secretion. **e** Confocal image of nectary tip with stomates outlined

### Transcriptional profiling of nectaries

Nectar production usually begins at anthesis in the Brassicaceae, which also holds true for pennycress. To understand the events that precede nectar production, and what machinery defines an actively secreting nectary, pennycress nectaries were manually collected at two developmental time points: pre-secretory (‘immature,’ equivalent of Stage 11–12 in Arabidopsis; Fig. 2) and secretory (‘mature,’ equivalent of Stage 14–15 in Arabidopsis; stages defined in [24]). Total RNA was subsequently isolated from both mature and immature nectaries in triplicate and processed for Illumina Hi-Seq 2500 sequencing (including assessment of RNA quality, polyA purification, and library creation). Approximately 184 M paired-end 50 bp reads (368 M total reads) were obtained from the equivalent of a single sequencing lane, which were subsequently trimmed, assembled, and mapped to the pennycress genome. 

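Nectary RNA was measured at 2 stages, immature (stages 11 to 12) and mature (stages 14 to 15), with 3 samples of each. Each sample pooled hand-dissected nectaries from a different set of plants of about 40 days, collected 4 to 8 h after dawn. The paper gives approximately 200 nectaries per sample, a light level of 200 μmol per square metre and second and 22 °C, while the sample labels give 100 nectaries, 150 μmol and 21 °C. The authors assembled the 50 bp reads of each stage with Trinity, merged the contigs with an earlier pennycress transcriptome, counted the reads on each contig with blastn at an E-value cutoff of 1e-05 and upper-quartile normalized the counts. The deposited values are these normalized read counts rounded to whole numbers. Their totals were 12467546, 14213116 and 10572166 in immature replicates 1, 2 and 3, and 14675385, 22709136 and 16129504 in mature replicates 1, 2 and 3. The gaps between the low values of each sample gave its scaling factor, and from it approximately 14.5, 12.2 and 16.9 M reads behind the immature samples and 16.3, 11.7 and 12.3 M behind the mature samples, 83.8 M in all. The paper's 184 M are the read pairs obtained, and the values used here rest on the reads counted on the contigs of the table. Ribosomal RNA took 32.8%, 42.3% and 12.6% of the normalized counts in the immature samples and 27.5%, 62.9% and 39.8% in the mature samples. This left approximately 4.32 M reads for other transcripts of the nucleus in mature replicate 2, the least, and 14.7 M in immature replicate 3, the most.
From there, the counts of the contigs of each pennycress locus were summed, and log2(sum + 1) was tested with limma, with a trend of the variance with the mean, over the 11780 loci with a mean of at least 100 normalized counts in either stage. Benjamini-Hochberg adjusted p-values were used, and a locus was counted as different by over 2-fold where the adjusted p was under 0.05 and the ratio of the mean normalized counts was above 2 or below 0.5. Fold changes on this log2 scale understate those of low loci. These choices, the gene lists and most alternatives were set before the data were examined, although values of part of the loci had been seen in the paper's supplement. Alternatives added later are named as such. Fatty acid synthesis, ribosomal proteins, vesicle transport and ubiquitin ligases were listed because the paper reports such groups from these same samples. Tests of these lists are thus not independent of the paper's result. Across loci, log2 values correlated at 0.948 to 0.982 between samples of one stage and at 0.531 to 0.594 between stages, and 88.8% of the variance lay on the first principal component. For a single locus, 3 samples against 3 cannot give a two-sided exact permutation p below 0.1.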

In summary, 16,074 independent contigs were generated (Additional file 1), which mapped to 12,335 unique pennycress genes (Additional file 2). 

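The most abundant locus of mature nectaries, apart from ribosomal RNA, was Ta00487, matched to beta glucosidase 13, a member of an enzyme family that splits glucosides. It stood at 448174 ± 91170 normalized counts in mature and 248669 ± 57030 in immature nectaries (SD, n = 3 each), a log2 fold change of 0.85 (standard error 0.45, limma adjusted p = 0.131). The loci that followed were Ta03937 (JMT, jasmonic acid carboxyl methyltransferase), SWEET9, Ta15822 (a cupredoxin, a copper-binding protein), CWINV4, Ta19425 (S-adenosyl-L-homocysteine hydrolase 2), Ta14848 (the cytochrome P450 CYP72A14), Ta10849 (an AMP-dependent synthetase and ligase), Ta26087 (an aluminium-induced protein) and Ta10249 (GAST1 protein homolog 1). Ta14848 rose the most of these 10 loci, from 1213 ± 349 to 66156 ± 3510 normalized counts (54.6-fold), and Ta15822 rose from 10430 ± 3782 to 134525 ± 24270 (12.9-fold). Ta26087 and Ta10249 rose by 6.65-fold and 6.77-fold, and Ta19425 by 2.67-fold. Ta10849 rose by 1.06 on the log2 scale at an adjusted p of 0.0224, and no longer passed when immature replicate 1 or 2 or mature replicate 1 or 3 was left out (adjusted p of at most 0.109). The 10 highest loci of each stage held 13.5% of the normalized counts of loci outside ribosomal RNA in mature nectaries and 8.04% in immature nectaries. Of the 16074 contigs, 2854 came from the assembly of immature reads, 3184 from that of mature reads and 10036 from the earlier transcriptome. Of the 12335 loci, 12245 were above 0 in all 6 samples, 2 were listed at 0 in all immature samples and 2 at 0 in all mature samples. The loci matched 11731 distinct Arabidopsis loci, and 43 had no match.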

The number of total reads and the nearest Arabidopsis gene (as identified via BLASTP) can be found for all contigs in Additional file 1. As multiple contigs often mapped to the same pennycress locus (due to incomplete coverage, alternative splicing, etc.), reads for such contigs were subsequently summed for each pennycress locus in Additional file 2. 

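Several contigs were summed for 2328 of the 12335 loci, at most 20 for 1 locus. In the first 1999 of the 12335 rows of Additional file 2, which were at hand, all 6 sums of every row equalled those computed here from the deposited contigs. The sums can join contigs with different Arabidopsis matches. Ta13448, for example, sums 4 contigs, of which 2 match AT1G23300, a MATE efflux carrier, and 2 match AT1G23290, a ribosomal protein of the L18e/L15 family. The more abundant contig of each pair had 2485 ± 658 normalized counts in mature and 179 ± 63.8 in immature nectaries for AT1G23300 (13.9-fold higher) and 6055 ± 1071 and 1694 ± 150 for AT1G23290 (3.57-fold higher), each as mean ± SD with n = 3. With the contig of the highest mean taken for each locus in place of the sum, 1664 loci were higher in mature and 2718 higher in immature nectaries by over 2-fold.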

Interestingly, 376 contigs did not map to loci in the draft pennycress genome, but 242 of these had significant identity to Arabidopsis loci (Additional file 1).

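The contigs without a pennycress locus changed between the stages as the loci did, in both directions. Among contigs with a mean of at least 1000 normalized counts in the higher stage, the 3 largest decreases in mature nectaries were those of a contig matching the transposable element gene AT3G30844 (1623 ± 337 to 24.7 ± 26.5 normalized counts, mean ± SD, n = 3 each), a contig matching AT1G11850, an unknown protein (6152 ± 590 to 153 ± 15.6), and a contig with no Arabidopsis match (3621 ± 419 to 485 ± 7.02). The 3 largest increases under the same limit were those of contigs matching AT2G41905 (25.7 ± 14.5 to 1095 ± 823), a protein whose best match is arabinogalactan protein 23, AT3G57690 (56.7 ± 51.9 to 1499 ± 1250), arabinogalactan protein 23 itself, and AT1G62480, a vacuolar calcium-binding protein (489 ± 191 to 4254 ± 1541). Their log2 fold changes were -6.50, -5.32 and -2.89, and 5.27, 4.82 and 3.11, with limma adjusted p-values of 0.000135, 1.24e-06, 9.33e-06, 0.000204, 0.00169 and 0.00021. Over the 3 mature samples the contig of AT3G57690 followed the pollen markers, with a slope of 0.861 on their common deviation, and that of AT2G41905 had a slope of 0.691, below the bound set for following them after the data were seen. The falling contig of AT3G30844 met the bound too. The deposited table held 617 contigs without a locus, 376 in the authors' list of unmapped contigs, all from the nectary assemblies, and 241 others, all from the earlier transcriptome. Of the 376, 256 had an Arabidopsis match, 242 of them outside the organelle genomes. Over all 617, 510 were tested, and 89 were higher in mature and 134 higher in immature nectaries by over 2-fold. For the 376 alone these counts were 63 and 74 of 309 tested. With voom weights, which came with a scaling to the sample totals, 52 of the 510 were higher in mature and 135 higher in immature nectaries. With a mean of at least 500 normalized counts required in either stage 64 of 134 contigs were called. Both were added for contigs after the data were seen.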

**Fig. 2:**
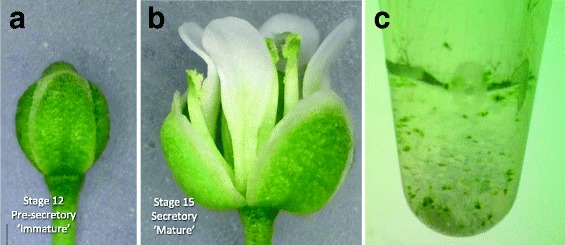
Floral stages from which nectary tissues were collected. **a** Immature and (**b**) mature flowers equivalent to Stage 12 and 15 from Arabidopsis, respectively. Stage 12 (immature) nectaries are pre-secretory, whereas Stage 15 (mature) nectaries produce nectar. **c** Example of one replicate of manually collected nectaries. A single replicate for RNA isolation consisted of ~200 pooled nectaries

### Differential expression of genes between immature and mature nectaries

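Among loci with a mean of at least 1000 normalized counts in the higher stage and no overlap between the stages, the one that fell the most from immature to mature nectaries was Ta26572, a GDSL-like lipase. It fell from 10329 ± 896 to 14.7 ± 6.03 normalized counts (SD, n = 3 each), a log2 fold change of -9.43 (standard error 0.26, limma adjusted p = 4.64e-07). Ta07577, of the Ole e 1 and extensin family, fell from 3092 ± 583 to 4.67 ± 1.53, Ta16420, a putative cell wall protein precursor, from 18590 ± 2323 to 37.7 ± 13.3, and Ta11601 (BDG3), an alpha/beta-hydrolase of a family that shapes the cuticle, from 1360 ± 344 to 3.67 ± 2.08. The others of the 8 largest decreases were Ta07118 (thaumatin family), Ta11032 (TSK-associating protein 1), Ta07943 (an aspartyl protease) and Ta14817 (vacuolar iron transporter family), with log2 fold changes of -8.49, -8.10, -7.99 and -7.52. The largest increases under the same limits were those of Ta07661, an iron/manganese superoxide dismutase family member listed at 0 or 1 in the immature samples and at 1092 ± 582 in mature nectaries, and of Ta10202, a DUF241 protein (18.7 ± 9.45 to 1235 ± 339). The others were 4 loci matched to the MADS-box family gene AT3G12510 (Ta23102, Ta23103, Ta23105 and Ta12524), Ta05319 (cation/H+ exchanger 23) and Ta07846 (sugar transporter 11), with log2 fold changes of 5.88 to 5.98. Without mature replicate 1, Ta23103, Ta05319 and Ta07846 had means of 852.5, 636.5 and 428.5 normalized counts in mature nectaries, below that limit, and without mature replicate 3 Ta07661 had 786.5. Leaving out mature replicate 1 also lowered the ratios of Ta05319 and Ta07846 from 97.8 and 93.1 to 39.8 and 39.0. Those of the 4 MADS-box family loci fell from 62.2 to 73.2 with all samples to 41.2 to 44.1.
In all, 2715 loci were higher in immature and 1629 higher in mature nectaries by over 2-fold, 4344 of the 11780 tested. With no fold threshold, 4225 and 3348 loci passed. The 3 samples of one stage lay beyond those of the other for 8253 of the tested loci (70.1%, where chance gives 10%). Among the 4344 this held for 4320, which follows largely from the call itself, made on the same values. The 3 pollen and anther markers found in the table, of 22 listed, rose with the mature stage as well. Each contig of the table reached at least 101 normalized counts in 1 sample, so markers low in both stages are absent. VGD1 (Ta19673), a pectin methylesterase of pollen tubes, had 13877, 1583 and 4424 normalized counts in mature replicates 1, 2 and 3, and a mean of 123 ± 79.8 in immature nectaries. AGP11 (Ta09958) and AGP6 (Ta04723), arabinogalactan proteins of pollen, were 42.5-fold and 32.0-fold higher in mature nectaries, and varied between the mature samples in the same way. Of the 1629 loci, 165 followed these markers over the 3 mature samples, the 3 markers themselves and 4 of the 8 largest increases among them. The other 1464 loci did not, a comparison added after the data were seen. Small increases can hardly meet the bound for following whatever their source, so these 1464 loci may still hold pollen RNA. Of 299 loci over 10-fold higher in mature nectaries, 152 met the bound. Where a mean of at least 500 normalized counts was required in either stage, 1004 loci were higher in immature and 933 in mature nectaries.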

Nearly 3700 pennycress genes were found to have >2-fold average difference in expression between immature and mature nectaries (*p* < 0.05), with 2554 and 1131 being higher in immature and mature nectaries, respectively (Fig. 3). Since these genes demark the differences between a nectary preparing for nectar secretion and one actively secreting nectar, these loci were subjected to gene ontology and pathway analyses via the ‘Statistical Overrepresentation Test’ from the Panther Classification System (http://pantherdb.org/) using the nearest Arabidopsis orthologs as the input (Additional file 3). Loci upregulated in immature versus mature nectaries include 270 genes involved in ‘biosynthetic processes’ (overrepresented, *p* = 1.96 × 10^−24^), particularly ones involved in fatty acid biosynthesis (17 genes, *p* = 1.97 × 10^−4^) and translation (157 genes, *p* = 1.13 × 10^−36^). Conversely, mature nectaries preferentially expressed genes over-representing processes involved in vesicular-mediated transport (41 genes, *p* = 9.26 × 10^−3^) and ubiquitin-protein ligase activity (30 genes, *p* = 1.26 × 10^−2^), among others (Additional file 3). 

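Genes that build fatty acids in plastids were lower in mature than in immature nectaries almost throughout. Of 23 tested loci of a list of this pathway, 21 were lower and 2 higher in mature nectaries at an adjusted p under 0.05 from limma, and the counts adjusted over the list alone were the same. The acyl carrier proteins ACP4 (Ta18068) and ACP1 (Ta05498), which hold the growing chain, fell from 1288 ± 106 to 118 ± 16.0 and from 1606 ± 103 to 255 ± 36.4 normalized counts (SD, n = 3 each). HAD (Ta00919), the hydroxyacyl-ACP dehydratase, fell from 419 ± 19.5 to 30.0 ± 3.61, and EMB3003 (Ta22795), a subunit of plastid pyruvate dehydrogenase, from 660 ± 56.6 to 93.3 ± 15.0. The 2 loci that rose were FATB (Ta07530), a thioesterase that releases saturated fatty acids, with a log2 fold change of 0.90, and Ta10112, matched to KASII, with 1.29, both named after their values were seen. The median log2 fold change of the list was -2.38 (camera with a preset correlation of 0.01, adjusted p = 1.85e-06, and adjusted p = 0.548 with an estimated correlation).
Ribosomal proteins, as the part of translation that could be listed by name, fell as a group too. Of 260 tested loci, 220 were lower, 9 higher and 31 did not pass, with a median log2 fold change of -1.68 (camera adjusted p = 4.10e-19, and adjusted p = 0.548 with an estimated correlation). Both organellar and cytosolic proteins were among them. Ta21394 (L18p/L5e family) fell from 696 ± 16.0 to 56.7 ± 10.3 normalized counts, Ta12790 (L4) from 847 ± 41.3 to 77.0 ± 13.2 and Ta22118 (60S acidic family) from 1914 ± 314 to 239 ± 8.18, while Ta01526 (L18ae family) rose from 90.7 ± 6.11 to 1067 ± 86.8. When adjusted over the list alone, the counts were again 220 lower and 9 higher. Both medians stayed below 0 under 3 rescalings of the samples. Both groups were listed because the paper reports them from these samples, so their camera p-values are not independent evidence.

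**Figure D1:**
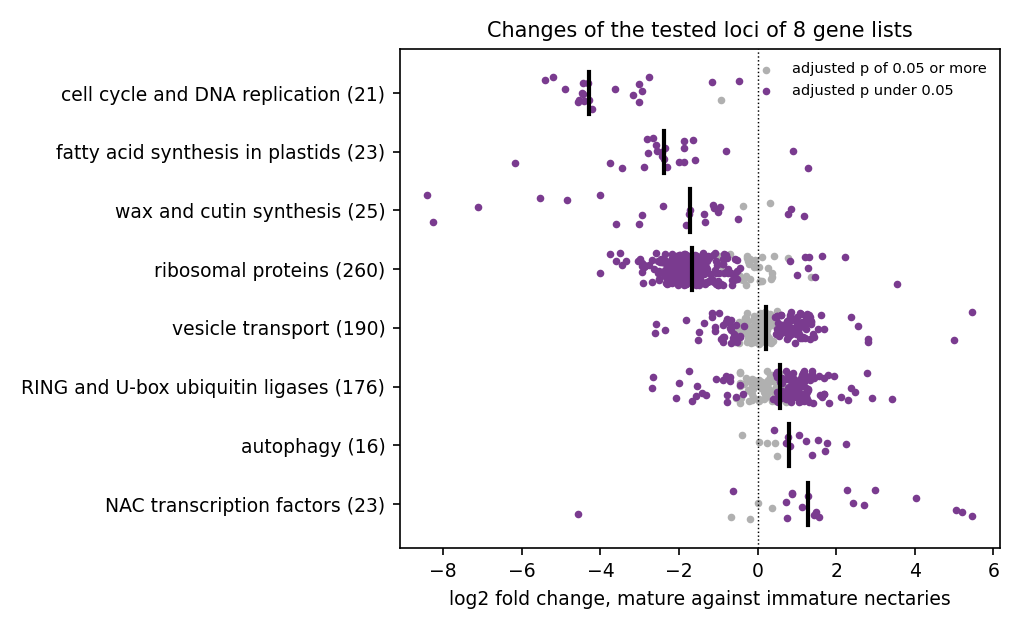
The log2 fold change (mature against immature, x axis) of each tested locus of 8 gene lists, with the number of loci in brackets, purple where the limma adjusted p is under 0.05 and grey where it is not, and a black bar at each median. The medians of fatty acid synthesis and ribosomal proteins lie at -2.38 and -1.68, and that of vesicle transport at 0.22.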

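Ubiquitin ligases with a RING or U-box domain, which mark proteins for breakdown, rose more often than they fell. Of 176 tested loci, 97 were higher and 20 lower in mature nectaries at an adjusted p under 0.05 from limma, and 59 did not pass. Ta01632 rose from 547 ± 44.6 to 3054 ± 47.1 normalized counts (SD, n = 3 each), Ta20363 from 181 ± 11.4 to 792 ± 49.4, and Ta24906 (RING-H2 finger B1A) from 84.7 ± 4.51 to 446 ± 47.0. Genes of vesicle transport moved both ways. Of 190 loci, 77 were higher, 31 lower and 82 did not pass. Ta14548 (exocyst subunit EXO70 H8), of a complex that tethers vesicles to the plasma membrane, rose from 125 ± 23.6 to 728 ± 38.8, the putative syntaxin Ta24490 from 196 ± 7.77 to 575 ± 37.6 and Ta03069, a SNARE-associated Golgi protein, from 399 ± 18.6 to 1235 ± 168. Ta17166 (delta-adaptin), of a coat that sorts vesicles, fell from 3312 ± 295 to 654 ± 148. The median log2 fold change was 0.56 for the ubiquitin ligases (camera with a preset correlation, adjusted p = 6.92e-07, and adjusted p = 0.548 with an estimated correlation) and 0.22 for vesicle transport (adjusted p = 0.00267, and adjusted p = 0.729 with an estimated correlation). Adjusted over the list alone, the counts were 98 higher and 20 lower for the ubiquitin ligases and 77 higher and 30 lower for vesicle transport. Among the members over 2-fold higher, 1 of 49 ubiquitin ligases and 3 of 37 vesicle transport loci followed the pollen markers over the mature samples, a bound that small increases can hardly meet. When samples were rescaled to their total without ribosomal RNA and organelle transcripts, 73 vesicle transport loci were higher and 55 lower, and 92 ubiquitin ligases higher and 29 lower. Under the 3 rescalings the vesicle transport median ranged from 0.06 to 0.31, and with the filter at 500 normalized counts the camera adjusted p of that list was 0.114.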

Not surprisingly, many genes displayed similar differential expression between immature and mature nectaries in both pennycress and Arabidopsis (Additional file 4).

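Additional file 4 pairs 893 pennycress loci with their Arabidopsis orthologs, and the paper gives an Arabidopsis ratio of mature to immature nectaries for 891 of them. Of the 875 of these that were tested here, 794 changed in the same direction as the paper's Arabidopsis ratio and 81 in the opposite direction. At an adjusted p under 0.05 from limma, 279 were higher in mature nectaries of both species and 499 higher in immature nectaries of both, 74 went opposite ways and 23 did not pass. The β-amylase BAM1 (Ta26312) belonged to those higher in both, with a log2 fold change of 2.42. The list was drawn up from loci that had changed in these samples, so that their passing the test is not independent evidence, while their direction against the Arabidopsis values remained open. With the filter at 500 normalized counts, 398 of 429 tested loci had the same direction and 31 the opposite.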

**Fig. 3:**
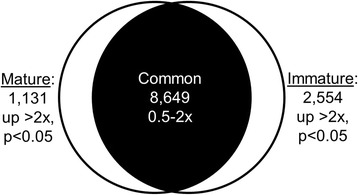
Venn diagram of numbers of co- and differentially expressed genes between immature and mature nectaries. RNA-seq reads were assembled into contigs de novo and mapped to loci in the draft pennycress genome [30]. Data summarized from Additional file 6

### Genes preferentially expressed within nectary tissues

A previous study using microarray analyses identified 270 Arabidopsis loci that displayed >3-fold expression in nectaries over each of 13 other reference tissues (e.g. leaf, petal, stem, root, etc.) [19]. These Arabidopsis loci were compared to the genes expressed in pennycress nectaries (those from Additional file 2) to gauge the extent to which the processes involved in nectar secretion may be conserved. 

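Of the 158 loci listed in Additional file 5, 155 were tested, and more of them were higher in mature than in immature nectaries. At an adjusted p under 0.05 from limma, 91 were higher, 24 lower and 40 did not pass (92 and 24 when adjusted over the list alone). Jasmonic acid carboxyl methyltransferase JMT (Ta03937), which makes the scent compound and signal methyl jasmonate, rose from 30839 ± 9047 to 145549 ± 24190 normalized counts (SD, n = 3 each, adjusted p = 0.000456), and a P-loop ATPase (Ta07168) from 279 ± 95.7 to 5882 ± 335 (adjusted p = 4.58e-06). Ta13448, listed as a MATE efflux carrier and summing contigs of 2 Arabidopsis matches, rose from 1902 ± 166 to 8954 ± 867. MNC1 (Ta01412), a cupin, fell from 111972 ± 32650 to 25900 ± 6899, a log2 fold change of -2.10 (standard error 0.34, adjusted p = 0.00083). CRABS CLAW (Ta06676), the YABBY transcription factor that nectaries need to form, had 21878 ± 4014 and 33822 ± 4457 normalized counts, a log2 fold change of 0.64 (adjusted p = 0.049). It no longer passed under 10 of 18 alternatives, every omission of a replicate but that of immature replicate 3 among them (adjusted p of at most 0.2). GAPDH (Ta14741), a glycolytic enzyme, had 14021 ± 3158 and 14450 ± 2168 (adjusted p = 0.85), and its log2 fold change of 0.05 fell below 0 when samples were rescaled to their total without ribosomal RNA and organelle transcripts. The median log2 fold change of the list was 0.73 (camera with a preset correlation, adjusted p = 1.76e-07, and adjusted p = 0.548 with an estimated correlation). The list was chosen for enrichment in Arabidopsis nectaries and presence in these samples, not for a difference between stages. Of its 61 members over 2-fold higher, none followed the pollen markers, a bound that small increases can hardly meet.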

Nearly 60% (158 out of 270) of the Arabidopsis loci displaying nectary-enriched expression were represented by the top respective pennycress ortholog (as determined by BLASTP) in the pennycress nectary transcriptome (Additional file 5). The enriched expression in nectaries for several of these putative orthologs was subsequently confirmed by semi-quantitative PCR (Fig. 4). It is possible that orthologs to the remaining nectary-enriched Arabidopsis genes (112 out of 270) not identified in the pennycress transcriptome may still be expressed but not identified in this analysis due to the presence of closely related paralogs in both genomes.

**Fig. 4:**
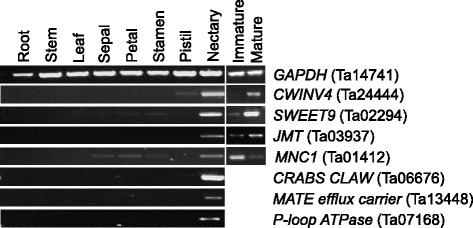
Identification and validation of pennycress genes with enriched expression in nectaries. Putative pennycress orthologs of Arabidopsis genes with known nectary-enriched expression were identified by BLASTP against translated contigs derived from RNA-seq. Semi-quantitative RT-PCR was used to verify these orthologs as shown in the left panel. The right panel was used to validate differential expression of several of these genes in immature (Stage 12) versus mature (Stage 15) flowers as identified by RNA-seq in this study. The pennycress gene number and associated Arabidopsis orthologs are as follows: CWINV4 (Ta24444; AT2G36190), SWEET9 (Ta02294; AT2G39060), JMT (Ta03937; AT1G19640), MNC1 (Ta01412; AT1G74820), CRABS CLAW (Ta06676; AT1G69180), MATE efflux carrier (Ta13448; AT1G23300), P-loop ATPase (Ta07168; AT5G60760), GAPDH (Ta14741; AT3G04120)

### Conservation of a pathway for nectar secretion

Our prior work discovered a pathway for the synthesis and secretion of nectar sugars in the Brassicaceae and Solanaceae, and suggested conservation elsewhere [21, 22]. In our working model nectar is formed by pre-nectar sugars and other metabolites derived from phloem [21, 22]. The pre-nectar may travel symplastically through several layers of parenchyma via plasmodesmata where it is deposited as starch in the amyloplasts of immature flowers [21, 22]. At anthesis (flower opening) the starch is degraded and sucrose is re-synthesized from those sugars by sucrose phosphate synthases and/or sucrose synthases. These sucrose molecules are then exported into the extracellular space by the plasma membrane-localized sucrose transporter SWEET9 [21]. At the extracellular space CELL WALL INVERTASE4 (CWINV4) cleaves the sucrose into the hexose monomers fructose and glucose [22]. The hexoses create a negative water potential causing water to move towards the sugars, thereby forming nectar droplets [22].

Putative pennycress orthologs to each of the genes, or representative enzymes involved in each of the nectar producing steps described above, were identified in the RNA-seq data. Moreover, not only were these genes represented in the pennycress transcriptome, they were highly expressed (read counts in top 1.5% of all genes expressed in mature nectaries) and significantly upregulated (*p* < 0.05) in mature over immature nectaries (Additional file 2, Figs. 4 and 5). These genes encode proteins likely involved in the steps of starch degradation (β-amylase 1, BAM1, Ta10910), sucrose synthesis (sucrose synthase, SUS, Ta03482), sucrose export (SWEET9, Ta02294), and extracellular hydrolysis (CWINV4, Ta24444).

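Each of the 4 loci named for the steps of nectar sugar production was higher in every mature sample than in any immature sample. SWEET9 (Ta02294), the sucrose exporter, rose from 5967 ± 2722 to 136385 ± 9125 normalized counts (SD, n = 3 each), a log2 fold change of 4.61 (standard error 0.33, limma adjusted p = 1.55e-05), and was the locus of rank 3 in mature nectaries. CWINV4 (Ta24444), which splits sucrose outside the cell, rose from 26885 ± 10330 to 86459 ± 5469, a log2 fold change of 1.75 (standard error 0.32, adjusted p = 0.00167), at rank 6. SUS1 (Ta03482) rose from 2439 ± 460 to 6793 ± 1099, a log2 fold change of 1.48 (standard error 0.20, adjusted p = 0.000343), at rank 123. Ta10910, annotated as a β-amylase and matched to AT5G18670 in the authors' table (symbol BAM9), rose from 1892 ± 218 to 3129 ± 532, a log2 fold change of 0.72 (standard error 0.18, adjusted p = 0.00736), at rank 350. Among the 12335 loci these ranks stand at 0.0243%, 0.0486%, 0.997% and 2.84% from the top. The ratios of mature to immature means were 22.9, 3.22, 2.79 and 1.65. All 4 kept an adjusted p under 0.05 under every alternative run, and none followed the pollen markers over the mature samples. Ta10910, SUS1 and CWINV4, at ratios of 1.65, 2.79 and 3.22, could hardly have met that bound whatever the source of their rise. In its discussion the paper reasons from the orthologs of nectary-enriched Arabidopsis genes to shared mechanisms of nectar secretion, and adds the rise of these pathway loci to that argument.

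**Figure D2:**
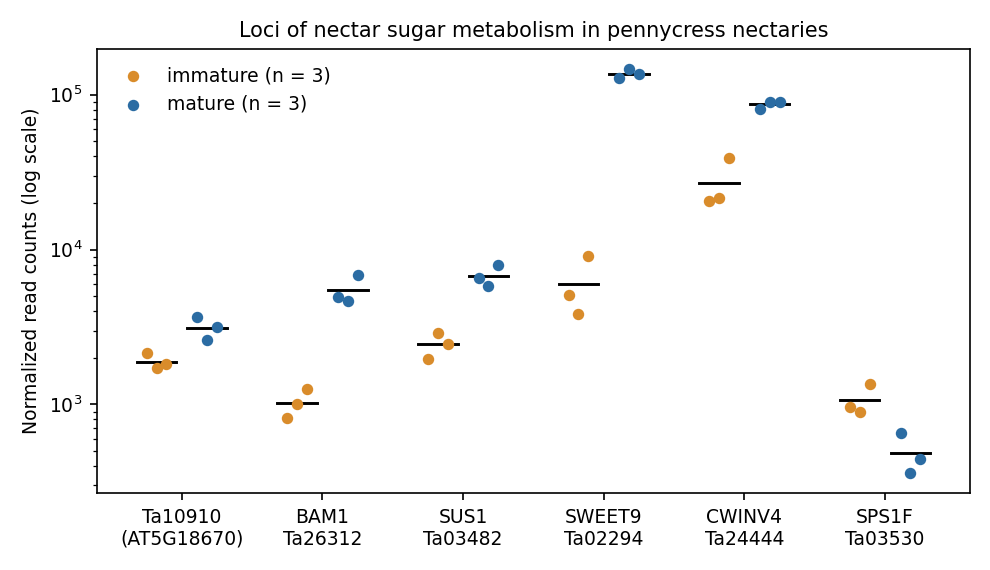
Normalized read counts (log axis) of 6 loci of starch breakdown and sucrose metabolism in the 3 immature (orange) and 3 mature (blue) samples, with a bar at each mean. The mature samples lie above the immature samples for all but SPS1F, where they lie below.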

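Of 6 tested loci annotated as β-amylases, 2 rose in mature nectaries, 1 fell and 3 did not pass. The annotation rests on sequence matches, and whether each of them breaks down starch was not tested. Ta26312, the locus matched to BAM1 (AT3G23920), rose from 1023 ± 218 to 5477 ± 1159 normalized counts (SD, n = 3 each), a ratio of 5.35 (limma adjusted p = 3.96e-05), and stood at rank 168, 1.36% from the top. Ta10910 rose less, as given with the pathway. Ta20015 (BAM5) fell from 5993 ± 2283 to 2463 ± 489 (adjusted p = 0.00483), and Ta14959 (BAM4) had 170 ± 18.7 and 129 ± 39.3 (adjusted p = 0.136), both named after their values were seen. Over the whole list of starch breakdown, 3 of 19 loci were higher, 10 lower and 6 did not pass, and the same 3 and 10 were counted when adjusted over the list alone. SEX4 (Ta11520), a phosphatase that starch breakdown needs, fell from 314 ± 65.7 to 15.0 ± 8.89, the maltose exporter MEX1 (Ta04532) from 136 ± 18.0 to 14.7 ± 1.15 and the phosphorylase PHS1 (Ta18689) from 1203 ± 254 to 264 ± 102. The median log2 fold change of the list was -1.23 (camera with a preset correlation, adjusted p = 0.097), and the list passed only when mature replicate 1 was left out. Among 11 loci of SWEETs and other sugar transporters, 3 were higher, 4 lower and 4 did not pass (camera adjusted p = 0.685). When samples were rescaled to their total without ribosomal RNA and organelle transcripts, 1 of these transporters was higher and 4 lower, and 3 of the starch breakdown loci higher and 15 lower. SWEET1 (Ta11247) fell from 378 ± 103 to 39.3 ± 13.7, the tonoplast monosaccharide transporter TMT1 (Ta10817) from 140 ± 5.51 to 24.0 ± 7.94, and SWEET15 (Ta05126) from 133 ± 61.5 to a level listed at 0 or 1 in the mature samples.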

**Fig. 5:**
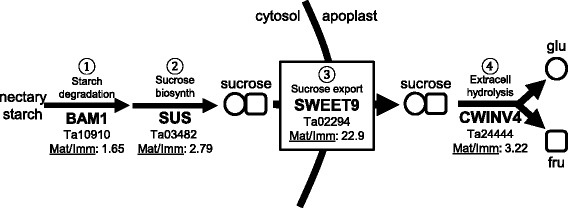
Pennycress genes likely involved in nectar synthesis and secretion. The primary steps of nectar production in Arabidopsis are ① starch degradation, ② sucrose biosynthesis, ③ sucrose export via SWEET9, and ④ extracellular hydrolysis by CELL WALL INVERTASE4. Putative pennycress orthologs to these genes, or representative enzymes involved in each of these steps, were identified from RNA-seq-derived contigs. The gene abbreviation, gene number, and expression ratio between mature and immature nectaries are listed (Mat/Imm). BAM, β-amylase; SUS, sucrose synthase. Each of these loci were significantly (*p* < 0.05) more highly expressed in mature over immature nectaries

## Discussion

Most Brassicaceae flowers, including those of *Brassica* spp. and Arabidopsis, contain two sets of non-equivalent nectaries. Lateral nectaries produce the vast majority of nectar and are located at the base of short stamens, whereas median nectaries produce little or no nectar and are found that the base of long stamens [16]. Interestingly, pennycress nectary structure appears to be unique, at least relative to other agriculturally important Brassicaceae, in that they have four equivalent nectaries that secrete nectar droplets into concave structures at the base of petals (Fig. 1). The two nectaries located on the same medial face of each flower are contiguous with one another via a ridge of tissue (Fig. 1c), whereas nectaries on the same lateral face are separated by a short stamen (Fig. 1d); it is unclear if the tissue linking two contiguous nectaries plays a functional role in nectar secretion, such as common links to the supplying vasculature. Pennycress’ small, open-type flowers with easily accessible nectar droplets suggest that it is visited by generalist pollinators, which is indeed what has been recently reported [11, 25]. The primary visitors to pennycress flowers include small bees, flies, and butterflies [11, 25].

Nectaries from some species have stomates on their surfaces that strongly stain for starch in actively secreting flowers, including Arabidopsis and *Brassica rapa* [26]. This also holds true for pennycress, which generally have ~3–5 stomates per nectary (e.g. Fig. 1d, e). It has been suggested that nectary stomates are ‘modified’ and permanently open [27], but it appears this phenomenon has only been thoroughly tested in a single species [23, 28, 29].

Transcriptional profiling of pennycress nectaries was conducted at two developmental timepoints to obtain a snapshot of which genes define a nectary preparing for nectar production and one in the midst of active secretion. RNA-seq-derived contigs (Additional file 1) mapped to over 12,000 pennycress genes (Additional file 2), which is equivalent to 45% of the predicted genes present in the draft pennycress genome [30]. This suggests that mRNAs present in nectaries were sampled to near exhaustion.

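The table of contigs holds those that reached at least 101 normalized counts in 1 of the 6 samples, so that loci below that level are not part of the 12335. Within these loci, 95.7% to 98.9% per sample had at least 10 approximate reads. When the approximate reads of each sample were thinned at random to 50%, 91.2% to 98.2% of the loci had at least 10 reads, at 25% 81.9% to 97.3%, and at 10% 58.1% to 93.7%. Mature replicate 2, with the fewest reads outside ribosomal RNA, gave the lowest share at each depth. A mean of at least 100 normalized counts in either stage was reached by 11780 loci and a mean of at least 500 by 4954.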

Comparative expression analyses of immature and mature nectaries shed light on potentially novel discoveries relative to the process of nectar production not noted before. In particular, genes involved in lipid and protein synthesis were highly upregulated in immature nectaries (Additional files 3, 4 and 6), whereas vesicular trafficking and ubiquitination processes were enriched in mature nectaries. Nectar production is a secretory process, which is at least partly dependent on vesicular fusion with the plasma membrane to release some nectar components [26]. Thus it is highly probable that immature nectaries actively synthesize lipids that are needed to produce membranous materials that in turn will be used for merocrine- or granulocrinte-type (vesicle-based) secretion in mature nectaries.

The pennycress nectary transcriptome was also compared to that of Arabidopsis. The fact that the direct pennycress ortholog to ~60% of Arabidopsis genes with highly enriched expression in nectaries were also identified as being expressed in pennycress nectaries provides compelling evidence that the mechanisms involved in nectary maturation and nectar secretion are conserved between the two species (Additional file 4; Additional file 5). Moreover, genes likely involved in the full pathway of nectar sugar synthesis and secretion are significantly upregulated in mature pennycress nectaries (Fig. 5). 

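SPS1F (Ta03530), a sucrose-phosphate synthase, which makes the precursor of sucrose, fell from 1068 ± 249 normalized counts in immature to 487 ± 151 in mature nectaries (SD, n = 3 each), a log2 fold change of -1.15 (standard error 0.25, limma adjusted p = 0.00396). It ranked 3982 of the 12335 loci in mature nectaries, 32.3% from the top. SPS2F (Ta18750) had 191 ± 59.4 and 146 ± 69.4 (adjusted p = 0.34) and stood at 70.0% from the top. Of the 4 tested loci of sucrose-phosphate synthases and phosphatases, 1 was lower, 1 higher and 2 did not pass (camera adjusted p = 0.773), and adjusted over the list alone 1 was lower and none higher. Of 3 tested sucrose synthase loci only SUS1 passed, also when adjusted over the list alone, while under 2 of the 3 rescalings 1 other locus passed as lower in mature nectaries. The other 2, both matched to SUS3, had 124 ± 30.9 and 77.7 ± 24.8 (Ta16332, adjusted p = 0.0596) and 208 ± 72.0 and 130 ± 84.8 (Ta16796, adjusted p = 0.131) in immature and mature nectaries, named after their values were seen.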

Interestingly, sucrose-phosphate synthases are not highly expressed in pennycress nectaries, even though they are required for nectar production in Arabidopsis [21]. However, an ortholog to Arabidopsis *SUCROSE SYNTHASE1* (*SUS1*, Ta03482) is highly expressed in mature pennycress nectaries (Fig. 5). While sucrose synthases are usually thought to be involved in sucrose catabolism [31], in some cases they are involved in sucrose synthesis [32]. Thus, it may be that Ta03482 functionally replaces the role of sucrose-phosphate synthases in mature pennycress nectaries. It should also be noted that the high level of CWINV4 expression (Figs. 4 and 5) is consistent with the finding that pennycress nectar is hexose-dominant, containing little or no sucrose [11].

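All 3 tested invertase loci changed between the stages, also when adjusted over the list alone. Beside CWINV4, the cell wall invertase CWINV2 (Ta11479) was higher in mature nectaries, with 2215 ± 2101 against 29.7 ± 11.9 normalized counts (SD, n = 3 each), a log2 fold change of 5.73 (standard error 0.68, limma adjusted p = 0.000177). Without mature replicate 1 its mean in mature nectaries was 1039 normalized counts. CWINV2 varied between the mature samples as the pollen markers did, with a slope of 1.05 on their common deviation, while the slope of CWINV4 was -0.055. The vacuolar invertase VAC-INV (Ta03090) fell from 1012 ± 150 to 223 ± 169, a log2 fold change of -2.42 (standard error 0.43, adjusted p = 0.00152). As a list, the invertases did not stand apart from other loci (camera adjusted p = 0.375).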

## Conclusions

This study demonstrated that pennycress nectary morphology is relatively novel in the Brassicaceae in having four functionally equivalent nectaries. Yet, the presence of nectarostomata, and transcriptional profiling of pennycress nectaries, strongly suggests that the mechanisms of nectar production are largely maintained in this family. This study provides an initial step toward potentially enhancing nectar production in pennycress. For example, several genes and pathways are known positive [21, 22, 24, 33–35] and negative [36, 37] regulators of nectar production in other species. These loci could serve as targets to enhance nectar output in pennycress. Future studies should also address nectary ultrastructure in more detail (e.g., subtending vasculature), as well as nectar composition and nectar secretion dynamics.

## Methods

### Plant material and growth conditions

*Thlaspi arvense* cultivar MN108 plants were grown in 4″ pots with Sun Gro LC8 soil supplemented with Osmocote Flower and Vegetable Smart-Release Plant Food (14–14-14; according to the manufacturer’s instructions) under a 16 h day/8 h night cycle, photosynthetic photon flux of 200 μmol m^−2^ s^−1^, and a temperature of 22 °C.

### Nectary sample preparation and RNA isolation

Two types of RNA samples, were prepared from pennycress nectaries: mature nectaries (equivalent to Stage 14–15 flowers from *Arabidopsis thaliana*; stages defined in [17, 38]), and immature nectaries (equivalent to Stage 11–12 flowers from *Arabidopsis thaliana*). Mature nectaries secrete nectar, whereas immature nectaries are pre-secretory. All nectary tissues were dissected by hand from the flowers of primary inflorescences of ca. 40 day-old plants. Due to the small size of nectaries, dissections took place over several days from 4 to 8 h after dawn (h.a.d.), which are the peak hours of nectar secretion in related Brassicaceae [19]. Isolated nectaries were pooled in RNAlater™ solution (Ambion, Austin, TX) on ice, and stored at 4 °C prior to RNA extraction. Up to four nectaries were collected per flower, with approximately 200 nectaries being processed as a single RNA sample. Each biological replicate was represented by nectaries pooled from different sets of plants.

### RNA extraction, library creation, and sequencing

RNA was extracted from nectaries by mechanical disruption with a microcentrifuge pestle, and using the RNAqueous®-Micro RNA isolation kit (Ambion, Austin, TX) with Plant RNA Isolation Aid (Ambion, Austin, TX). Agarose gel electrophoresis and UV spectrophotometry were used to assess RNA quality of all samples prior to submission to the University of Minnesota Genomics Center for barcoded library creation and Illumina HiSeq 2500 sequencing. Six TruSeq RNA v2 libraries were created from ~500 ng of total RNA (triplicate samples for immature and mature nectaries) and sequenced via 50 bp, paired-end runs on the HiSeq 2500 using Rapid chemistry. All libraries were pooled and sequenced across two lanes to achieve the equivalent of one lane output. This generated ~368 M total reads (~184 M paired-end reads) and the average quality scores were above Q30.

### RNA-seq quality, assembly, normalization, and statistical analyses

The sequenced reads from immature and mature nectary samples were assembled separately using Trinity [39], which automatically takes read quality and consistency into account, and then merged with the transcriptome of Dorn et al. [40] to yield 49,933 contigs. Reads were mapped to this contig set by NCBI’s blastn, with an E-value cutoff of 0.00001, and the counts upper-quartile normalized. Normalized counts were fitted to a negative binomial distribution using DESeq v1.6.1 [41]. The resulting *p*-values from DESeq were filtered by restricting to contigs with a 50% or greater change in mean expression between immature and mature samples, and with at least 100 or more normalized counts in either sample type. The Benjamini-Hochberg method was used to control the false discovery rate of contigs determined to be differentially expressed to 0.05 [42].

### RT PCR validation

Total RNA from various pennycress tissues was isolated as described for nectaries above and cDNA was created with the Promega Reverse Transcription System (A3500, Promega Corp., Madison, WI, USA) according to the manufacturer’s instructions. Negative controls without reverse transcription were also used to ensure there was no contaminating genomic DNA. Semi-quantitative RT PCR reactions consisted of 7 μL H_2_O, 2.5 μL gene reverse primer (10 μM), 2.5 μL gene forward primer (10 μM), 12.5 μL GoTaq® (Promega Corp., Madison, WI, USA), and 0.5 μL cDNA from immature or mature flowers. GAPDH was used as a positive control, as it displayed relatively low variation of expression across tissues. Target genes were selected based on presumed orthology to Arabidopsis genes with known enriched expression in nectaries (see [19]). The sequences of all oligonucleotide primers used in this study are available in Additional File 7. Samples were held at initially at 95 °C for 120 s, followed by a repeating cycles of 95 °C for 30s, 55 °C for 30s, and 72 °C for 70s. 5.5 μL of DNA were removed from reactions after 27, 30, 35 and 40 cycles. Before each removal, cycles were held at 72° for 5 min and then cooled to 21 °C. 5 μL of PCR product was imaged on 1% agarose/TAE gel using SYBR Safe (S33102, ThermoFisher) for visualization.

### Microscopy

To image nectary starch, fresh flowers, with sepals and petals removed, were stained in Lugol’s Solution (L6146, Sigma Chemical) for ~30 s, rinsed in water for ~3 min, and immediately imaged with a stereomicroscope.

To examine nectary morphology via confocal microscopy a method modified from Landis et al. was used [43]. Briefly, fresh flowers were fixed in glutaraldehyde fixing solution (4% glutaraldehyde in 25 mM NaPO_4_, pH 7.3) overnight at 4 °C. Floral tissues then went through a series of ethanol/water rinses: 50% for 90 min at −20 °C, 70% for 90 min at −20 °C, 85% for 60 min at 4 °C, 95% for 60 min at 4 °C, and 95% overnight at 4 °C. Tissues were then rinsed in 100% ethanol for 1 h, again in 100% ethanol overnight at 4 °C, and again in 100% ethanol for 1-2 h at room temperature. Histo-Clear (National Diagnostics) was used to remove the waxy cuticle covering the nectary by a series of Histo-Clear:ethanol rinses at room temperature: (1:0, 3:1, 1:1, 1:3, 0:1) for 1 h each. Sequentially diluted ethanol rinses were then used to rehydrate the tissues (75%, 50%, 25%, 0%), each for 1 h. To prepare samples for fluorescence microscopy, flowers were stained in 1% (*w*/*v*) aniline blue mixed with phosphate buffered saline, vacuum infiltrated for 10 min, incubated overnight, and rinsed in water prior to imaging. A Nikon A1 Spectral Confocal Microscope at the University of Minnesota Imaging Center was used to image whole stained flowers excited at 405 nm with emission collected from 500 to 550 nm. 3-dimensional images were generated from z-stack series with NIS- Elements software.

### Functional group overrepresentation analysis in immature versus mature nectaries

Genes displaying >2-fold and statistically significant differences in expression between mature and immature nectaries (e.g. Additional file 6, as determined by DESeq and FDR via the Benjamini-Hochberg method described above, *p* < 0.05) were analyzed using the ‘Statistical Overrepresentation Test’ tool via the PANTHER Classification System using the default settings and Bonferroni correction for multiple testing (*p* < 0.05) ([44] http://pantherdb.org/).

## Additional files

Additional file 1: Pennycress nectary contigs and reads. Full list of all nectary contigs, associated pennycress loci, top Arabidopsis hit, and normalized read counts.

Additional file 2: Pennycress nectary reads by locus. Summed reads for all pennycress loci represented by transcripts in the nectary transcriptome.

Additional file 3: GO Slim analyses**.** Biological processes, molecular functions, and cell components over- or underrepresented in genes differentially expressed between immature and mature nectaries.

Additional file 4: Pennycress and Arabidopsis differential expression. List of genes commonly differentially regulated between immature and mature nectaries in pennycress and Arabidopsis.

Additional file 5: Nectary-enriched genes. Pennycress orthologs to Arabidopsis genes with known enriched expression in nectaries.

Additional file 6: Differentially expressed genes. Full list of genes displaying >2-fold difference and *p* < 0.05 in expression between immature (Stage 11–12) and mature (Stage 14–15) nectaries.

Additional file 7: Oligonucleotides used in this study. List of primers used for RT PCR validation experiments.

## Abbreviations

BAM: β-amylase
CWINV: Cell wall invertase
RT PCR: Reverse transcription polymerase chain reaction
SUS: Sucrose synthase

How the deposited data were processed for this re-analysis (not part of the article)

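RNA of pennycress nectaries was measured in 6 samples, 3 of immature and 3 of mature nectaries, each a pool of nectaries from a different set of plants. The authors made all values from their reads. The deposited scores are read counts per contig, upper-quartile normalized by the authors and rounded to whole numbers, so that no count model was applied to them. The deposited ratio of mature to immature means and the deposited p-value from DESeq were made by the authors per contig. The paper states that the p-values were restricted to contigs with a change of at least 50% and at least 100 normalized counts in either stage, with Benjamini-Hochberg adjustment at 0.05. Whether the deposited p-values are adjusted is not given in the sources used here. The version of the draft genome is not given either, and no genome was used here. Names of loci are those of the best Arabidopsis matches in the authors' table, taken from the most abundant contig where contigs of a locus differ.

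Normalized counts were summed over the contigs of each locus. The main test was limma 3.58.1 in R 4.3.3 with a mean-variance trend, on log2(sum + 1), over the 11780 loci with a mean of at least 100 in either stage, without a block for the replicate number. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9. Gene lists were tested with camera at a preset correlation of 0.01 and, as an alternative added after the data were seen, with an estimated correlation. The 27 lists were written from textbook knowledge of Arabidopsis genes or from words in the descriptions of the authors' table: fatty acid, wax and cutin, and starch synthesis, starch breakdown, sucrose-phosphate synthases, sucrose synthases, invertases, sugar transporters, floral regulators, jasmonate, proton pumps, cell cycle, terpene synthases, ribosomal proteins, vesicle transport, RING and U-box ligases, F-box proteins, photosystems, aquaporins, autophagy, NAC factors, lipid transfer proteins, and markers of pollen and anthers, phloem, stomata, carpels and ovules, and xylem. Counts of list members use an adjusted p under 0.05 with no fold threshold. The lists of carpel and ovule markers and of xylem markers had no member in the table. The 158 loci of Additional file 5 were tested in the same way.

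The loci named in the text are those the paper names, the 8 largest increases and the 8 largest decreases with a mean of at least 1000 in the higher stage and no overlap between the stages, up to 4 called members of each list with the smallest adjusted p, loci of pathway steps, the 10 loci with the highest mean in mature nectaries, and, of the contigs without a locus with a mean of at least 1000 in the higher stage, the 3 with the largest changes in each direction. Values of part of these loci had been seen in the paper's supplementary tables. Whether the replicate numbers pair the samples was checked with the correlation of deviations from the stage means, and they were not treated as pairs. On simulated data with the means of these samples, 1 median dispersion for all loci (0.0149) and 200 loci changed, limma called 29 of 50 loci changed by 1.5-fold, 49 of 50 changed by 2-fold and all 50 changed by 3-fold among 11780 loci. With the fold threshold added these counts were 0, 30 and 50. Of the unchanged loci 8 were called, none of them with the fold threshold added. The real loci differ in spread and far more of them changed, so these rates need not hold for them.

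The depth behind the normalized counts was estimated from the gaps between the low values of each sample, which gave approximately 11.7 to 16.9 M reads per sample and 4.32 to 14.7 M outside ribosomal RNA and organelles. Alternatives set in advance were pseudocounts of 0.5 and 10, no filter or a filter at 500, 3 rescalings of the samples, the most abundant contig in place of the sum, limma without the trend or with robust moderation, a block for the replicate number, other thresholds, a paired per-locus test with unadjusted p-values, and leaving out each sample in turn. Weights from voom on the approximate reads were added after the data were seen. In that alternative each sample was also scaled to its total of approximate reads, in place of the upper-quartile scaling. The first 1999 of 12335 rows of Additional file 2 were at hand, as were shortened copies of Additional files 1, 3 and 6, on which no overlap or enrichment was computed. The RT-PCR samples of Fig. 4 were not analysed here.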

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

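The tests of the authors' normalization on the pollen markers, all tests of the excess of loci higher in immature nectaries, the criterion for following the markers, and the count over other splits for the loci were chosen after the results had been seen, the others before. Signals stood out in genes that the paper does not discuss. VGD1 (Ta19673), AGP11 (Ta09958) and AGP6 (Ta04723), all known from pollen, were 53.9-fold, 42.5-fold and 32.0-fold higher in mature than in immature nectaries, and 24.4-fold, 20.3-fold and 15.6-fold without mature replicate 1. Ta26312, the locus matched to BAM1 (AT3G23920), was 5.35-fold higher. Of the contigs without a locus, those matching AT1G62480, AT3G57690 and AT2G41905 were 8.70-fold, 26.5-fold and 42.7-fold higher (7.41-fold, 14.1-fold and 24.4-fold without mature replicate 1), and that of AT3G57690 followed the pollen markers over the mature samples.

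The pollen markers rose in mature nectaries and differed widely between the mature samples. The authors' normalization is not the whole cause, since the lowest median log2 fold change of the markers under 3 rescalings was 4.90. Pollen RNA in the dissected tissue is a candidate source: the markers kept one ratio to each other over the mature samples, with an SD about their common part that was 0.0555 of the SD of the common part, and the 8 largest increases had a median slope of 0.745 on that common part, from -0.34 to 1.22. The same slope had a median of 0 for the 4 loci of the nectar pathway, from -0.07 to 0.17. For SWEET9, CWINV4 and SUS1 it was -0.066, -0.055 and 0.055, which goes against pollen RNA as the source of their increase. For Ta10910 it was 0.167. A rise of 1.65-fold could not bring the slope near 1 in any case, so the source of that rise stays open. Expression of the markers in the nectary itself and pollen RNA cannot be told apart for the markers, since no sample is free of floral neighbours, although the SD of the markers over the mature samples was 6.32 times that of loci of like level. Of the 22 markers listed for pollen and anthers, 3 were in the table and none of those of the tapetum. A slope within 0.25 of 1 with a root mean square of the rest below 0.3 was met by 165 of 1629 loci over 2-fold higher in mature nectaries (10.1%), by 10 of 2715 higher in immature nectaries (0.368%) and by 152 of 299 loci over 10-fold higher (50.8%). Counts already held in immature nectaries dampen the slope, so a small increase can hardly meet the bound whatever its source. The difference between these shares is in part built in, and loci that missed the bound may still hold pollen RNA.

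More loci were over 2-fold higher in immature than in mature nectaries, 62.5% of the calls. Whether the authors' normalization or the shallow library of mature replicate 2 accounts for this cannot be told. At over 2-fold the share ranged from 57.8% to 69.9% under 3 rescalings and was 57.7% without that replicate and 67.0% without mature replicate 1, while with no fold threshold it went from 55.8% to 50.6% under the median-of-ratios rescaling, which sets the median change near 0, to 63.3% under the rescaling to the total without ribosomal RNA and organelle transcripts and to 51.6% without mature replicate 2. Among loci with a mean of at least 500 in either stage the share was 51.8%, and with no fold threshold 45.8%, where more loci were higher in mature nectaries, so that the excess may lie with loci of low level, a reading found from these values. A biological difference between the stages stays open and was not tested apart from these.

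Ribosomal proteins were lower in mature nectaries. The highest median log2 fold change of the list under 3 rescalings was -1.58, which goes against the authors' normalization as the whole cause. Between immature replicates 2 and 3, which held 42.3% and 12.6% ribosomal RNA, the list differed by a median of 0.19 on the log2 scale, which goes against the share of ribosomal RNA as the cause. No biological explanation was tested apart from the stage itself.

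The 6 samples can be split into 2 groups of 3 in 10 ways, too few for a share under 0.05, so that chance was neither excluded nor measured. The split by stage was the 1 split with counts as large as its own. It gave 1629 loci higher in mature nectaries, 2715 higher in immature nectaries and 4344 in all, 223 contigs without a locus, 115 loci of Additional file 5 and 733 members of the gene lists, where the highest of the other splits gave 0 each by limma. At an unadjusted p under 0.05 with the fold threshold, the other splits gave 5 to 61 loci against 4351. Every other split put samples of both stages in each group, where the difference between the stages widens the spread. Low counts were thus built in and do not measure how often unchanged loci are called.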

How the results depend on the processing

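The voom weights, the estimated correlation, the omission of loci that follow the pollen markers and all alternatives for contigs without a locus were chosen after the results had been seen, the others before. The directions of the 4 pathway loci and of the lists of fatty acid synthesis, ribosomal proteins, vesicle transport and ubiquitin ligases were the same under every alternative run. Of 108 other named loci, 101 had the same call and direction under every alternative, 4 lost their call under at least 1, 1 gained it and 2 reversed. With no fold threshold the counts were 3348 higher in mature and 4225 higher in immature nectaries, 7573 in all. The filter at 500, with 4954 loci tested, gave 933, 1004 and 1937 by over 2-fold. It left 398 of 429 tested loci of Additional file 4 with the same direction, against 794 of 875 in the main test. It also left 9 loci of Additional file 5 lower in mature nectaries and 64 of 134 tested contigs without a locus. There 5 other lists passed the threshold in place of 8, and vesicle transport, at a median of 0.24, no longer passed. The median log2 fold change of all tested loci, with which camera compares a list, was 0.11 there against -0.09. The smaller number of loci and this shift cannot be told apart. With an estimated correlation none (0) of the other lists passed, and the lists of fatty acid synthesis (median -2.38), ribosomal proteins (-1.68), vesicle transport (0.22) and ubiquitin ligases (0.56) did not either. By the contig of the highest mean, Ta10910 ranked at 2.46% and SWEET9 (Ta02294) at 0.0405%, and without a mature replicate they ranged over 2.84% to 2.89% and 0.0162% to 0.0324%. Leaving out each replicate in turn gave 1458 to 1852 loci higher in mature nectaries and 2529 to 2962 higher in immature nectaries. Rescaling to the total without ribosomal RNA and organelle transcripts moved the median log2 fold change of all loci from -0.09 to -0.24 and the counts to 1337 and 3098. The voom alternative also scaled each sample to its total and moved that median to -0.24. Its weights and its scaling cannot be told apart. Directions that reversed were all of results that had not passed. GAPDH (locus Ta14741 mature against immature) had -0.0977 under that rescaling, -0.0946 with voom weights and -0.0531 to 0.2323 without each replicate in turn, below 0 without immature replicate 1 (-0.0146), immature replicate 2 or mature replicate 1 (-0.029). SPS2F (locus Ta18750 mature against immature) ranged from -0.7671 without mature replicate 1 to 0.0042 without mature replicate 3. The camera direction of the sucrose synthases turned with the replicate block (median -0.68) and without mature replicate 1 (-0.93, from a range of -0.93 to -0.48 over the omissions), and that of the sugar transporters with the filter at 500 (0.69) and voom weights (-0.41). Apart from the filter and the omitted replicates, the cause was not tested. Replicate numbers were not treated as pairs. Correlations of deviations were -0.07, 0.01 and 0.20 for equal numbers and -0.18 to 0.19 for unequal numbers, which does not settle whether the numbers pair the samples. With the replicate block 1641 and 2717 loci were called. Depth outside ribosomal RNA, least in mature replicate 2, limits the precision of low loci.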

Differences from the paper's values

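No test in this part was planned for the comparison with the paper's values except the alternatives named as set in advance. The paper places the loci of the 4 pathway steps in the top 1.5% of loci in mature nectaries. Ta10910 ranked at 2.84% here, against the paper's 1.5%, and the other 3 loci lay at 0.997% or nearer to the top. The alternatives set for this rank before the data were examined all differ from the paper's value as well, with 2.46% by the contig of the highest mean and 2.84% to 2.89% without a mature replicate. The paper's 184 M are read pairs obtained, while approximately 83.8 M reads stood behind the contigs of the table used here, a narrower quantity for which no alternative was set.

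The paper names Ta10910 BAM1. In the authors' table and in Additional file 2 its match is AT5G18670, annotated there as beta-amylase 3, while AT3G23920, annotated as beta-amylase 1, is the match of Ta26312, which rose 5.35-fold and ranked at 1.36%. The symbol used here for AT5G18670 is BAM9. The direction of Ta10910 is that of the paper, with a ratio of 1.65 in both. The paper lists Ta13448 as a MATE efflux carrier, and the most abundant of its 4 contigs matches a ribosomal protein, with 6055 of its 8954 normalized counts in mature nectaries. Its ratio of 4.71 is also that of Additional file 5.

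The paper's counts of loci that differ by over 2-fold, 2554 higher in immature and 1131 higher in mature nectaries, compare with 2715 and 1629 here at the same fold and p thresholds, with limma and adjusted p-values. A paired per-locus test on the linear sums with unadjusted p-values over all 12335 loci, an alternative set before the data were examined, gave 2554 and 1131. With Benjamini-Hochberg adjustment it gave 1114 and 401. The P-value column of Additional file 2 equalled this paired test within 1e-05 in all 1999 rows at hand, while the methods name DESeq with Benjamini-Hochberg adjustment for the contigs and for the genes of Additional file 6. Of the 4344 loci called by limma, 3559 were called by both tests, all in the same direction, 785 by limma alone and 126 by the paired test alone, all 126 below the filter. In Additional file 5 the paper marks 90 loci as different between the stages with no fold threshold, where 115 passed here.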

Other observations

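The criterion for following the pollen markers, the estimated correlations and the voom weights were chosen after the results had been seen, the other tests before. Immature nectaries were richer in transcripts of dividing cells and of the cuticle. Of 21 tested genes of the cell cycle and DNA replication, 20 were lower in mature nectaries and none higher, with a median log2 fold change of -4.29 (camera adjusted p = 1.42e-08, and adjusted p = 0.548 with an estimated correlation). The helicase subunits MCM2 (Ta25757) and MCM7 (Ta09804) fell from 896 ± 101 to 36.7 ± 4.51 and from 600 ± 47.9 to 26.7 ± 5.13 normalized counts (SD, n = 3 each), and the sliding clamp PCNA1 (Ta11192) from 1045 ± 23.1 to 53.0 ± 8.54. Of 25 wax and cutin genes 20 were lower, 3 higher and 2 did not pass (camera adjusted p = 6.41e-05, and adjusted p = 0.548 with an estimated correlation), with DCR (Ta07791), an acyltransferase of cutin synthesis, falling from 3984 ± 819 to 27.7 ± 4.04 and the transporter ABCG32 (Ta23900) from 4023 ± 592 to 327 ± 6.93. Starch synthesis fell in 10 of 15 genes and rose in none (camera adjusted p = 0.00361, and adjusted p = 0.6 with an estimated correlation), with the granule-bound starch synthase GBSS1 (Ta23701) at 579 ± 69.1 and 124 ± 20.2 and the plastid phosphoglucomutase PGM1 (Ta15745) at 426 ± 72.7 and 28.7 ± 7.23. Lipid transfer proteins were lower in 13 of 21 cases and higher in 2 (camera adjusted p = 0.0357, and adjusted p = 0.548 with an estimated correlation), among the latter Ta21707, from 2672 ± 580 to 15265 ± 3011. That list no longer passed when samples were rescaled to the total without ribosomal RNA and organelle transcripts (adjusted p = 0.0546), with the filter at 500, without mature replicate 1 or with voom weights. Of 22 jasmonate genes 12 were lower and 4 higher (camera adjusted p = 0.226), with LOX2 (Ta09024) falling from 6907 ± 1888 to 415 ± 178 and JAR1 (Ta21483), which joins jasmonate to isoleucine, rising from 145 ± 18.9 to 418 ± 43.2. Aquaporins (10 of 16 lower, 2 higher, camera adjusted p = 0.118) and photosystem proteins (21 of 53 lower, 6 higher, adjusted p = 0.133) did not stand apart as lists, apart from photosystem proteins without mature replicate 1. Of 4 phloem markers 3 were lower (adjusted p = 0.116), SEOR1 (Ta09960) with 234 ± 82.4 and 9.67 ± 5.86, and of 2 stomatal markers 1 was lower.

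Mature nectaries were richer in NAC transcription factors, 17 of 23 higher and 2 lower (camera adjusted p = 5.36e-05, and adjusted p = 0.548 with an estimated correlation). NAC100 (Ta01858) rose from 13.7 ± 4.73 to 527 ± 101, NAC80 (Ta00724) from 7.67 ± 2.31 to 376 ± 63.3 and the more abundant NAC84 (Ta04758) from 1731 ± 147 to 9371 ± 1419. Autophagy genes were higher in 11 of 16 cases and lower in none (camera adjusted p = 0.000485, and adjusted p = 0.548 with an estimated correlation), with ATG18G (Ta08327) rising from 318 ± 22.5 to 1529 ± 103 and ATG8E (Ta03302) from 96.7 ± 10.1 to 322 ± 36.6. F-box proteins rose in 39 and fell in 17 of 90 cases (camera adjusted p = 0.0044, and adjusted p = 0.66 with an estimated correlation), a call that ended with the filter at 500. Among 15 floral regulators 5 were higher (3 when rescaled to the total without ribosomal RNA and organelle transcripts), 6 lower and 4 did not pass (camera adjusted p = 0.828), MYB57 (Ta09975), known from stamen and nectary development, rising from 807 ± 57.1 to 5038 ± 699 and the MADS-box gene SEP1 (Ta14110) from 1947 ± 323 to 4877 ± 987. The terpene synthase TPS24 (Ta21918) rose from 62.7 ± 5.69 to 989 ± 208. Of 5 plasma membrane proton pumps 2 were higher, 1 lower and 2 did not pass (camera adjusted p = 0.375), and AHA8 (Ta23771), known from pollen, had 146 ± 28.5 normalized counts in immature nectaries and 5477, 504 and 1809 in mature replicates 1, 2 and 3, with a slope of 1.16 on the common part of the pollen markers. The 3 pollen markers themselves passed as a list (camera adjusted p = 0.0357, and adjusted p = 0.548 with an estimated correlation), but not under the median-of-ratios rescaling (adjusted p = 0.0579), with the filter at 500, without immature replicate 3 or with voom weights. When adjusted over each list alone, the counts of the lists of this part moved by at most 1 locus per direction, apart from photosystem proteins with 2 higher and 19 lower.

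The loci that limma alone called higher in mature nectaries held those that follow the pollen markers. Of the 515 loci that limma called and the paired per-locus test did not, 165 followed the markers (32.0%), and of 1114 loci called by both, none did. The paired test asks for a small spread between the differences, which loci that vary like the markers do not have, so that the tests differ here by construction. Without all loci that follow the markers, the 165 and 10 of the loci higher in immature nectaries among them, 1464 and 2705 remained. The loci that remained may still owe a part of their counts to pollen RNA, since small increases can hardly meet the bound.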
